A study of Caenorhabditis elegans with 24 samples.

How the data were processed

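RNA was measured by sequencing in mixed-stage embryos of the wild-type N2 strain of Caenorhabditis elegans, a nematode. Per the labels' protocols, embryos were freed from gravid adults by bleaching, which dissolves the adults and leaves the eggs, and RNA-seq libraries were read from both ends. Of the 24 labelled samples, 4 are RNA-seq libraries: 2 controls and 2 heat shock samples. The other 20 are MNase-seq libraries (DNA from nuclei digested with micrococcal nuclease for 2, 4, 8, 15 or 30 min), which were not analysed here.

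The authors deposited whole-number read counts per gene, in 1 file for each RNA-seq library, with no header and no summary lines. The name of each deposited count file names htseq-count; its version and options, the aligner, the genome build and the gene annotation are not stated in the labels or the files. Replicates were not pooled in the deposited counts. Whether both mates of a read pair, or reads that match several genes, were counted is not stated either.

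Each file listed 45461 gene identifiers, which are sequence names. Gene symbols and biotypes came from a RefSeq gene table of assembly WBcel235, where 44080 identifiers (97.0%) matched by locus tag. Since the authors' build is not named, no coordinates were used, and the table served only for names and for which genes neighbour each other.

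Samples were grouped as control or heat shock by their titles. The treatment text of the heat shock RNA-seq samples calls them heat shock but gives the same incubation as the controls, 20 °C for 20 min; the text of the heat shock MNase-seq samples gives 34 °C. The grouping follows the titles. The pairing of control 1 with heat shock 1 and control 2 with heat shock 2 comes from the replicate numbers in those titles; the labels do not say that same-numbered samples were collected together.

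Counts were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided). Genes were kept by filterByExpr at its default minimums of 10 counts per library, scaled to depth, and 15 in total, which left 14848 genes. Libraries were scaled by TMM (trimmed mean of M values), and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The design fixed before the data were examined had no replicate term. The fit with the replicate number as a block was one of the alternatives fixed then, and it is given beside the first because same-numbered samples deviated together. The unpaired fit leaves 2 residual degrees of freedom and the paired fit leaves 1. In the paired fit, edgeR estimated no gene-to-gene variation of the spread beyond its trend, so each gene's spread was taken from that trend. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values (counts scaled to a common library size) were computed from the counts and the TMM-scaled library sizes, and log2 CPM and log2 changes within a pair used a prior count of 2.

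A panel of 18 heat-shock gene symbols was listed before the data were examined, of which 17 matched a gene; daf-21 did not match as a symbol, and its gene is listed in the table as hsp-90. The panel's median log2 fold change was compared with 10000 random gene lists of the same size, matched on mean expression in 20 bins. Gene families were defined by symbol patterns and tested with camera (limma 3.58.1) at its inter-gene correlation of 0.01, when at least 3 members were tested. The genes named in the text were set by a rule: the 6 raised and 6 lowered genes with the largest fold change among those past the threshold, with a mean log2 CPM of at least 2 and both heat shock samples on the same side of both controls. In addition, hsp-16.2, hsp-16.41, hsp-70, F44E5.4, hsp-1 and hsf-1 were to be named whatever their values. The unpaired fit named no gene by that rule. Its application to the paired fit was chosen after seeing the data.

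The models were tested on simulated counts with the real means and library sizes, 200 genes changed 4-fold and a dispersion of 0.03. That dispersion was the same for every gene, so the cost of taking each gene's spread from a trend was not tested. The changed genes were drawn from those with a mean of at least 50 counts, which makes recovery easier. No simulation was repeated. With no difference between replicate numbers, the unpaired edgeR fit called 208 of 14567 genes and recovered 100% of the changed genes; 3.85% of its calls were false. With replicate numbers differing as in the real libraries, the same fit called 0 of 14658 genes. The paired edgeR fit then called 215 and recovered 100%, with 6.98% false calls, above the threshold of 0.05 in that simulation. The paired DESeq2 fit called 204, recovered 99.5% and had 2.45% false calls.

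Alternatives fixed before the data were examined were the DESeq2 1.42.0 Wald test, size factors by relative log expression (RLE), library size only, upper-quartile factors, no filter beyond 1 count, a minimum mean of 50 counts, removal of ribosomal RNA and mitochondrial genes, an adjusted p threshold of 0.01, a test against a 1.2-fold change, an estimated inter-gene correlation in camera, the replicate block, and leaving out each library in turn. The other models, scalings, filters and thresholds were also applied to the paired fit, and the estimated inter-gene correlation to the families with the block, with 2 further choices: edgeR's newer quasi-likelihood method and libraries randomly thinned to the smallest total. These paired alternatives were chosen after seeing the data. Corrections for GC content and gene length were not run, because no genome sequence or named build was used here.

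Total counts were 16791142 and 59915522 in the controls and 16722294 and 32167564 in the heat shock libraries. A gene needed 3 counts to be taken as seen above counting error. Scaled by the total counts, without TMM factors, this floor is 0.179, 0.0501, 0.179 and 0.0933 CPM in the same order. These floors are therefore not on the TMM-scaled CPM scale used for the genes. Intervals for shares are 95% Wilson binomial intervals. Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.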

Results

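The study's title concerns nucleosome fragility, the ease with which nuclease digestion releases a nucleosome, and its relation to later transcriptional responses in C. elegans. The RNA-seq libraries addressed which transcripts differed between control and heat-shocked mixed-stage embryos. There were 2 libraries per group. The control libraries held 16791142 and 59915522 counts for replicates 1 and 2, and the heat shock libraries held 16722294 and 32167564. Counts above 0 were recorded for 19989 and 22376 genes in the controls and for 19627 and 21244 genes in the heat shock libraries. The 10 most counted genes took 2.78% of the counts in control 1 (95% Wilson interval 2.78 to 2.79) and 3.75% in heat shock 1 (3.74 to 3.76), with the other libraries between these values. The 14 mitochondrially encoded genes were listed at 0 in every library, so their expression could not be compared.

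Before the groups were compared, the libraries were compared with each other over the 14848 genes that passed the count filter. No libraries held identical values. On log2 CPM across genes, which are not independent replicates, Pearson's r was 0.942 between the controls and 0.928 between the heat shock libraries. Libraries with the same replicate number were closer to each other than libraries of the same group: r was 0.983 between control 1 and heat shock 1 and 0.982 between control 2 and heat shock 2. At least 2-fold differences separated the controls at 5353 genes and the heat shock libraries at 6687 genes. The same criterion was met by 848 genes within pair 1 (control 1 and heat shock 1) and by 1332 genes within pair 2. The first principal component held 82.4% of the variance and separated the replicate numbers, and the second held 11.2% and separated heat shock from control. Along the first component, heat shock also lay further towards replicate 2 than its control. The values were −76.5 for control 1 and −61.9 for heat shock 1, and 51.4 for control 2 and 87.0 for heat shock 2. A replicate block does not remove that shift, since it lies within the pairs. Deviations from the group means of same-numbered libraries had a correlation of 0.840 across genes.

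**Figure D1:**
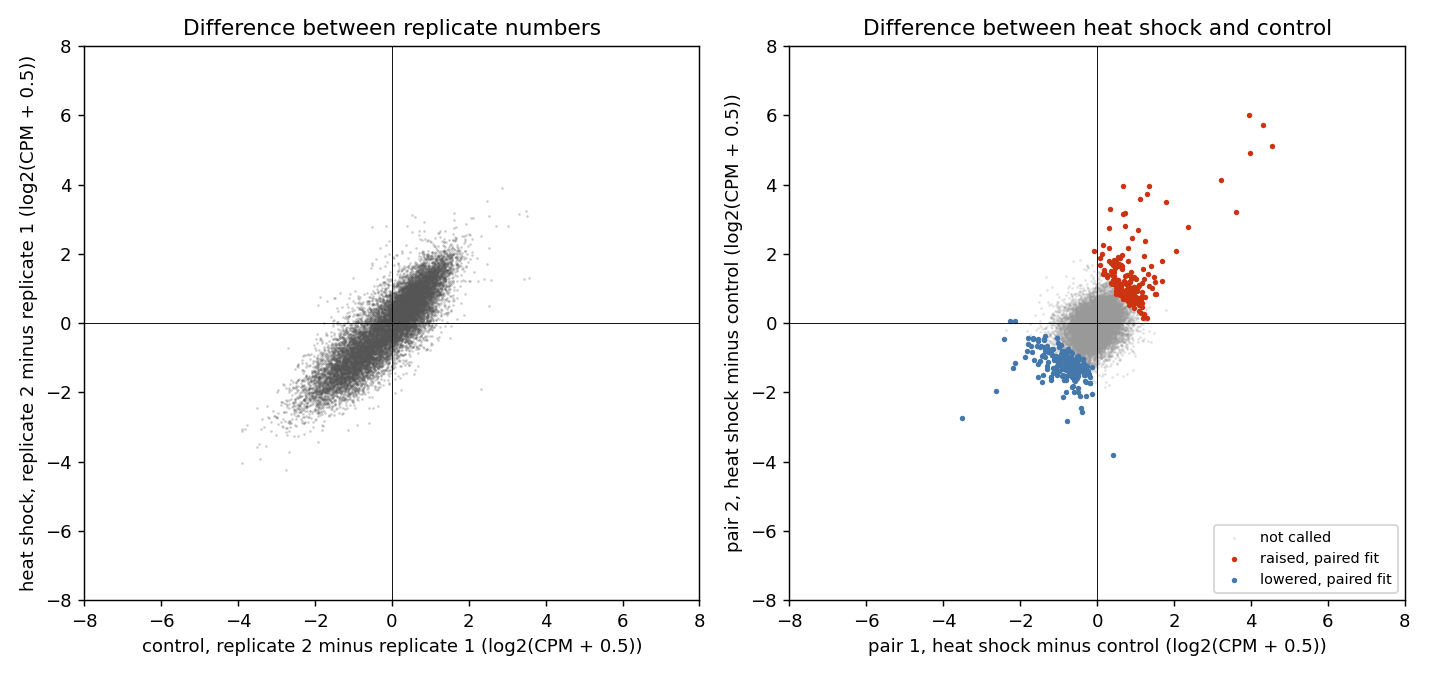
Each point is 1 of the 14848 tested genes, with differences on the log2(CPM + 0.5) scale; the left panel sets the difference between replicates 2 and 1 in the heat shock libraries (vertical axis) against that in the controls (horizontal axis), and the right panel sets heat shock minus control in pair 2 (vertical axis) against pair 1 (horizontal axis), with 178 raised genes in red and 227 lowered genes in blue from the paired fit. The left cloud is stretched along the diagonal, whereas the right cloud is less elongated apart from the called genes.

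Without a replicate term, edgeR's quasi-likelihood test called 0 genes raised and 0 genes lowered after heat shock at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05, 34 genes were higher and 9 lower among the 14848 tested. The biological coefficient of variation was 0.533. An estimated change of at least 2-fold, without a test, was found for 232 genes upward and 362 downward. With the replicate number as a block, the coefficient of variation was 0.170, and 178 genes were called raised and 227 lowered at the same threshold. Of these, 88 raised and 131 lowered genes had an estimated change of at least 2-fold. The correlation of 0.840 between same-numbered deviations is the reason both fits are given. The paired fit rests on 1 residual degree of freedom. With the block, the DESeq2 model called 84 genes raised and 47 lowered, and library-size-only scaling in edgeR called 114 raised and 466 lowered.

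Within the paired calls, 177 of the 178 raised genes were higher in heat shock in both pairs, and 224 of the 227 lowered genes were lower in both pairs. A change of at least 2-fold in each pair was met by 50 raised and 48 lowered genes. Both heat shock libraries lay outside the range of both controls for 68 raised and 122 lowered genes. For the remaining calls, the ranges of the groups overlapped. Across all 14848 genes, the log2 changes of pair 1 and pair 2 had a Pearson's r of 0.308 and a Spearman's rho of 0.293.

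A panel of heat-shock genes was listed in advance as a check of the heat shock label. It was not limited to inducible genes, since it also held the constitutive chaperone gene hsp-1. All 17 panel genes passed the filter. Their median log2 fold change was 2.58 without the block and 2.60 with it, against −0.02 over all genes in the unpaired fit, and 0 of 10000 expression-matched random lists had a median as high. The panel medians were 2.13 in pair 1 and 2.68 in pair 2. The medians of both fits, and that of pair 1, are the values of hsp-16.48. That gene had 1, 6, 8 and 17 counts in control 1, control 2, heat shock 1 and heat shock 2. It was not called in the paired fit (edgeR adjusted p 0.0587). Without the block, the neighbouring panel values were 2.27 for hsp-110 and 3.31 for hsp-70. Both pairs showed higher values in heat shock for 16 of the 17 genes, and both heat shock libraries exceeded both controls for 11. The gene that was lower in both pairs was hsp-12.3, with log2 changes of −0.53 in pair 1 and −0.17 in pair 2. No panel gene was called by the unpaired edgeR fit, although 10 were raised at an unadjusted p under 0.05 and the 7 smallest p-values of that fit all belonged to panel genes. The unpaired DESeq2 fit called 6 panel genes raised, and the paired edgeR fit called 11. Restricting the test to genes with a mean of at least 50 counts moved the panel median most among the fits on all libraries, to 1.58.

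**Figure D2:**
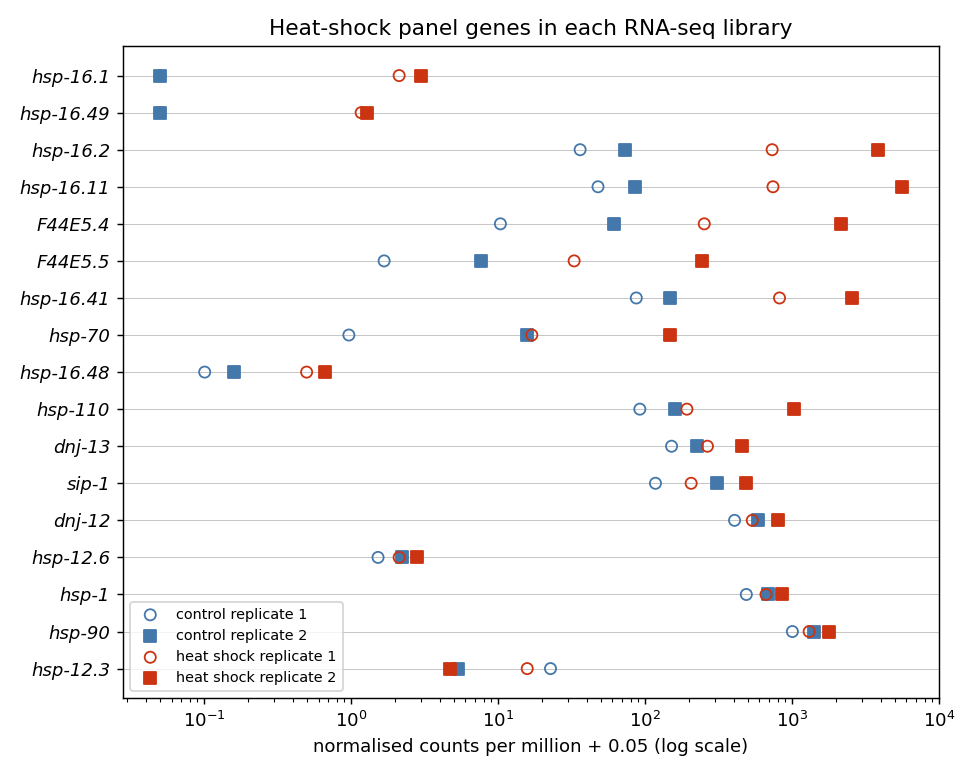
Normalised CPM plus 0.05 (horizontal axis, log scale) of the 17 heat-shock panel genes, ordered by paired log2 fold change, with 1 marker per library; blue is control, red is heat shock, open circles are replicate 1 and filled squares are replicate 2. Values of 0 are drawn at 0.05, where the control 1 marker lies behind control 2; for hsp-16.2 the controls lie at 36.1 and 72.7 CPM and the heat shock libraries at 732 and 3817 CPM, whereas hsp-1 spans only 489 to 854 CPM over the 4 libraries.

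The small heat-shock protein gene hsp-16.2 (Y46H3A.3) had 54.4 ± 25.9 CPM in the controls and 2275 ± 2181 CPM after heat shock (SD, n = 2 each). Its log2 fold change was 5.39 ± 0.97 (SE) without the block and 5.04 ± 0.25 with it, where the edgeR adjusted p was 5.86e-84. Within pairs, hsp-16.2 changed by 4.34 in pair 1 and 5.71 in pair 2. The paired SEs and p-values, for this and every other gene, take their spread from the trend across genes. They therefore do not measure how far a gene's own pairs differ. In hsp-16.41 (Y46H3A.2), 117 ± 42.5 CPM in the controls compared with 1697 ± 1237 CPM after heat shock, a log2 fold change of 3.86 ± 0.74 unpaired and 3.69 ± 0.23 paired. F44E5.4, an Hsp70-family gene, had 36.0 ± 36.4 and 1205 ± 1346 CPM, and its log2 fold change was 5.06 ± 1.29 unpaired and 4.88 ± 0.25 paired. The hsp-70 gene (C12C8.1) had 0.915 and 15.6 CPM in controls 1 and 2 and 16.9 and 148 CPM in heat shock 1 and 2. The value of heat shock 1 was thus close to that of control 2, and the log2 fold change was 3.31 ± 1.39 unpaired and 3.57 ± 0.28 paired. For these 4 genes the unpaired edgeR adjusted p was 1.00, and the paired changes passed the threshold.

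The constitutive chaperone gene hsp-1 (F26D10.3) had 586 ± 138 CPM in the controls and 759.5 ± 134 CPM after heat shock (SD, n = 2 each). The spread within each group followed the replicate number: hsp-1 rose by 176 CPM in pair 1 and 171 CPM in pair 2, log2 changes of 0.44 and 0.32. Its paired log2 fold change was 0.38 ± 0.21 with an edgeR adjusted p of 0.389. The gene of the heat-shock transcription factor, hsf-1 (Y53C10A.12), had 132 ± 60.7 and 155 ± 100.03 CPM. It fell by 0.07 on the log2 scale in pair 1 and rose by 0.37 in pair 2, and the paired adjusted p was 0.810. Neither gene was called by either fit.

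Several hsp-16 genes have near-identical copies, and their counts are uncertain because reads shared between copies may have been dropped or assigned to 1 copy. In the order control 1, control 2, heat shock 1 and heat shock 2, hsp-16.1 had 0, 0, 37 and 81 counts, hsp-16.49 had 0, 0, 20 and 34, and hsp-16.48 had 1, 6, 8 and 17. The copy of hsp-16.1, hsp-16.11, had 940, 4754, 13250 and 155674 counts in the same order. In the controls, hsp-16.1 and hsp-16.49 were below the smallest share that the depth can show, and their fold changes have no defined size. F44E5.4 and F44E5.5 are also closely similar, so the division of reads between them is uncertain.

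The rule for naming genes, applied to the paired fit after the unpaired fit had named none, gave 6 raised genes. All 6 belonged to the heat-shock panel: hsp-16.2, hsp-16.11, F44E5.4, F44E5.5, hsp-16.41 and hsp-70. Their paired log2 fold changes ran from 3.57 to 5.04. The 6 lowered genes had smaller changes. The largest was that of Y42G9A.3, with 104 and 21.7 CPM in controls 1 and 2 and 16.46 and 5.26 CPM in heat shock 1 and 2, a paired log2 fold change of −2.36 ± 0.26 (edgeR adjusted p 5.55e-16). The transcription factor gene hlh-14 (C18A3.8) had a change of −1.84 ± 0.27, made up of −0.80 in pair 1 and −2.89 in pair 2. Its edgeR adjusted p was 3.77e-09, whereas the paired DESeq2 fit gave an adjusted p of 0.475, so the call depended on the model. The paired log2 fold changes of ugt-13, ptrg-1, swt-3 and wht-1 were −1.70, −1.55, −1.52 and −1.46. Between pairs, ugt-13 changed by −1.59 and −1.76 and wht-1 by −1.26 and −1.62. The changes were less even for swt-3, −0.40 in pair 1 and −2.68 in pair 2, and for ptrg-1, −0.90 and −2.19. The unpaired edgeR fit gave all 6 lowered genes an adjusted p of 1.00.

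Gene families were compared with all other tested genes by camera, with Benjamini-Hochberg adjustment over 7 families. The median log2 fold change was 0.39 for 76 ribosomal protein genes (limma adjusted p 1.67e-17), 0.39 for 33 proteasome subunit genes (7.40e-09), 0.33 for 16 small heat-shock protein genes (3.30e-30) and 0.27 for 21 ubiquitin and conjugating-enzyme genes (0.00180). These 4 medians were positive in both pairs and under each of the 4 scalings tried. The small heat-shock family was uneven, with quartiles of 0.16 and 4.24, so some members rose far more than its median. The quartiles were 0.35 and 0.43 for ribosomal, 0.33 and 0.54 for proteasome and 0.20 and 0.45 for ubiquitin genes. Library-size-only scaling moved the median of all genes to −0.14. Relative to the median of all genes, the ribosomal median was 0.41 under each scaling, the proteasome median 0.38 to 0.43, the small heat-shock median 0.34 to 0.36 and the ubiquitin median 0.29 to 0.33. Scaling shifts all genes nearly alike, so these relative values could hardly move and are no test of the medians. When the inter-gene correlation was estimated from the data rather than preset at 0.01, only the small heat-shock proteins among the 7 families kept an adjusted p under 0.05 (limma, 0.0493). That estimate ignored the pairing and rested on 2 residual degrees of freedom. With the block, which leaves 1, the preset correlation gave adjusted p-values of 5.37e-17 for the ribosomal, 3.48e-12 for the proteasome, 1.58e-32 for the small heat-shock and 0.00146 for the ubiquitin family, and the estimated correlation left no family under 0.05.

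The 89 collagen genes had a median of 0.11 (limma adjusted p 0.0161), which lost significance with the block (0.0766) and was −0.014 among genes with a mean of at least 50 counts, which is 0.0036 above the median of all genes under that filter. The median of 35 histone genes was 0.00 and that of 4 ER and mitochondrial stress chaperone genes was −0.00, and neither family passed the threshold. The histone median was 0.53 in pair 1 and −0.39 in pair 2, and its sign flipped with library-size-only scaling. The stress chaperone median flipped with RLE scaling and with DESeq2. Relative to the median of all genes, neither changed sign under the 4 scalings: the histone median was 0.02 to 0.08 and the stress chaperone median 0.02. That shows the sign changes under scaling came with the shift of all genes, and is no test of either median.

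Control expression was compared between the genes raised and lowered in the paired fit, since no genes were called without the block. The median log2 CPM over the controls was 4.27 for raised and 4.31 for lowered genes, against 4.27 for all tested genes. The raised minus lowered difference was −0.87 in control 1 and 0.94 in control 2, so the pooled difference of −0.03 was smaller than the spread between the controls (SD 1.28).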

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

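Of 406 values recomputed for 38 results under an alternative, 306 were classed as unchanged. Values other than counts were so classed when they kept their direction and side of the threshold, or moved by less than the spread between replicates. Counts of genes were so classed when equal to the first count or within a fixed ratio of it. The class thus includes counts that stayed at 0, and 249 raised genes against 178 in the paired fit. Where a value changed, the cause was not tested, except for the replicate block, whose effect on a replicate difference was shown on simulated counts, and for 2 family medians whose sign moved with the scaling of all genes.

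Without the block, 0 genes were called in the chosen fit, with 43 at an unadjusted p under 0.05. DESeq2 called 7 genes raised, all 7 of them at least 2-fold, with 6 from the heat-shock panel. Dropping the filter gave 13 raised and 1 lowered gene, all at least 2-fold, with 8 panel genes. The replicate block gave 178 raised (88 at least 2-fold, 11 panel genes) and 227 lowered (131 at least 2-fold). The other scalings, the higher count minimum, the stricter threshold and the removal of ribosomal RNA genes all left 0 calls. The number of genes with an estimated change of at least 2-fold, 594, became 8016 without a filter and 222 at a mean of at least 50 counts. It ran from 1177 to 4336 across the 4 fits that each left out one library.

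The paired counts depended on the model and the scaling. DESeq2 called 84 raised (51 at least 2-fold) and 47 lowered genes (41 at least 2-fold). Library-size-only scaling, which moved the median of all genes to −0.15, gave 114 raised and 466 lowered genes, 237 of them at least 2-fold lower. RLE factors went the other way, with 249 raised and 177 lowered genes, so which direction had more genes depended on the scaling. An adjusted p under 0.01 left 83 raised and 90 lowered genes. Thinning every library to the smallest total left 114 raised and 153 lowered genes. Across these paired alternatives, 9 to 12 panel genes were called raised. The raised minus lowered difference in control expression ran from −1.29 to 0.29 with no direction that held. Those alternatives of the paired fit were chosen after seeing the data. Taken over all 4 libraries, an alternative fixed earlier, the difference was 1.01. That mean includes the heat shock libraries by which the genes were called raised or lowered. It is therefore higher by construction and does not measure control expression.

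The panel median of 2.58 fell to 1.58 at a mean of at least 50 counts and ran from 1.03 to 3.30 when one library was left out. The collagen median was −0.014 at a mean of at least 50 counts, below 0 but 0.0036 above the median of all genes under that filter, where it had been 0.13 above, and 0.061 with the block and 0.11 with an estimated inter-gene correlation, both no longer significant. The estimated correlation also removed the significance of the ribosomal (0.39), proteasome (0.39) and ubiquitin (0.27) medians, with no block in the model. With the block, whose 1 residual degree of freedom gives such an estimate little to rest on, it removed the significance of all 4 families that had it: ribosomal (0.378), proteasome (0.378), small heat-shock (0.383) and ubiquitin (0.295). Dropping the filter without the block removed that of the ubiquitin median (0.26). DESeq2 gave 0.47 for the proteasome and 0.40 for the small heat-shock proteins. The histone median reversed to −0.063 with library size only and to −0.028 without a filter, and the stress chaperone median reversed to 0.060 with RLE factors and also with DESeq2. The library-size and RLE reversals followed the shift of all genes: relative to the median of all genes, histones stayed at 0.018 to 0.076 and stress chaperones at 0.019 to 0.022 under the 4 scalings.

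Leaving out one library at a time, with no test, gave family medians from −0.91 to 1.10 for collagens, −0.17 to 0.13 for stress chaperones, −0.43 to 0.70 for histones, −0.25 to 1.15 for the proteasome, 0.27 to 0.53 for ribosomal proteins, 0.59 to 0.95 for small heat-shock proteins and −0.022 to 0.68 for ubiquitin genes. Such a fit compares groups of unequal replicate composition. Counts of called genes were not recomputed this way, since 1 library would remain in an arm. In all, 30 other values for single genes changed: 1 weaker, 11 stronger and 18 moved. GC and length corrections, with or without the block, were not run.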

Other observations

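The tests of sequencing depth and of the most counted genes were written before their results were seen, and every other test in this part, the same-gene comparison after thinning included, was chosen only after the result it bears on was seen.

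The libraries separated by replicate number more than by heat shock, with a correlation of 0.840 between same-numbered deviations from the group means. A difference in depth did not account for it: after every library was thinned to the smallest total, the correlation was 0.826. The correlation was also 0.840 without the 100 most counted genes. It weighs all genes equally, so that value alone does not rule out an effect of a few abundant genes. The 10 most counted genes, however, took only 2.78% to 3.75% of the counts across the 4 libraries. Differences of at least 2-fold separated the controls at 5353 genes and the heat shock libraries at 6687. Shares that small argue against those 10 genes as the source. Embryo collections of different stage composition are a candidate explanation. A list of maternal germline genes (23 of 25 tested) was higher in replicate 2 than in replicate 1 by a median log2 difference of 1.27 in the controls and 1.66 in the heat shock libraries, at 23 of 23 genes in each. A list of muscle and cuticle genes (23 of 24 tested) differed by −1.16 and −1.50, lower at 22 and 23 of 23 genes. The muscle and cuticle list minus the maternal list was therefore −2.43 in the controls and −3.15 in the heat shock libraries. Matched random lists had medians of 0.28 and 0.45 for the controls, so the lists moved apart on both sides of other genes. A library or sequencing batch cannot be told apart from stage composition. Replicates 1 and 2 are spelled differently in the assay part of their titles, and the excess of genes with 2 counts over the geometric mean of those with 1 and 3 differed between the numbers by 0.298, against at most 0.0915 within a number. Depth differs between the numbers too, so that value does not decide the question.

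The paired fit called 405 genes where the unpaired fit called 0, with 43 at an unadjusted p under 0.05. The 4 libraries allow 2 splits that part both same-numbered pairs. Of these 2 splits, 1 gave as many genes in the paired fit: the real one, with 405. The crossed split, control 1 and heat shock 2 against the others, gave 1 gene. A design with 2 splits cannot give a share under 0.05, so the share is no test at that level. The remaining split, replicate 2 against replicate 1, parts neither pair and gave 7411 genes without a block, 3199 higher and 4212 lower. The difference between replicate numbers was thus far larger than that between treatments.

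The panel median rose more in pair 2 (2.68) than in pair 1 (2.13), with 10 of the 16 genes that rose in both pairs rising more in pair 2 and 6 less; the difference was not tested across samples. The medians belong to different genes, and the same-gene difference over those 16 genes had a smaller median, 0.17. After thinning to equal depth the panel medians differed by 0.96, the same-gene median was 0.33, and 12 genes rose more in pair 2 and 4 less. The difference thus did not shrink at equal depth, which argues against depth as its source over those 16 genes. Few-count genes can move such medians in 1 random thinning, so the size of the difference at equal depth is uncertain. A second hypothesis was that the same response took place in a smaller share of the embryos in pair 1, which would make the pair 1 increase in CPM a constant share of the pair 2 increase. Over the 7 panel genes that rose at least 2-fold in both pairs, with a mean of at least 10 CPM, this share ran from 11.6% for F44E5.4 to 30.3% for hsp-16.41, a ratio of 2.62 between the largest and smallest share, so a constant share does not describe all 7. The 5 other panel genes that rose by at least 10 CPM in each pair had larger shares, from 48.9% for dnj-13 to 103% for hsp-1. A difference in the strength or timing of the treatment was not tested.

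Maternal germline genes were higher in heat shock than in control in both pairs. The median log2 difference was 0.43 in pair 1 and 0.83 in pair 2, with 23 of 23 genes higher in each, against 0.01 and 0.02 for matched random lists. The lower of both percentiles among 10000 matched lists was 100, which describes the pattern and tests no source of it, and that percentile does not move with the scaling of the libraries. In the paired fit, 6 of the 23 genes were called raised and 0 lowered. One hypothesis is that the heat shock libraries held younger embryos. The muscle and cuticle list would then be lower in both pairs, as it is between replicate numbers. It was lower in pair 2 (−0.22, percentile 0.390), but not in pair 1 (0.09, percentile 53.97), so younger embryos alone do not account for pair 1. Slower loss of maternal transcripts during the treatment was not tested as a source. GC content and gene length were not tested, so the pattern cannot be told apart from such a bias.

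Raised genes of the paired fit lay next to each other more often than matched random lists did. Among 178 raised genes there were 8 neighbouring pairs, against a mean of 2.15 over 10000 lists (permutation p 0.0019, adjusted 0.00570 over 3 sets). The panel's own clusters account for part of this count: F44E5.4 lay next to F44E5.5, hsp-16.2 next to hsp-16.41 and hsp-16.49 next to hsp-16.11. Without the panel, 167 genes held 5 pairs against 1.90 (permutation p 0.0402), which fails the correction with an adjusted value of 0.0603. The lowered genes held 6 pairs against 3.57 (permutation p 0.145, adjusted 0.145). Reads running past a gene's end into its neighbour were not tested.

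The gst- family of glutathione S-transferase genes, noticed among the lowered genes, is given as values only. Of 36 tested genes, 6 were called lowered and 0 raised in the paired fit, and 19 were lower in heat shock in both pairs. Their summed CPM was 1199 in control 1, 746 in control 2, 804 in heat shock 1 and 649.8 in heat shock 2. The median log2 change was −0.24 in pair 1 and −0.13 in pair 2, and it was −0.98 between control 2 and control 1, so the difference between controls was larger than the change within a pair.

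Genes with 2 counts were more frequent than the numbers of genes with 1 and 3 counts would give, by a factor of 1.56, 1.21, 1.56 and 1.31 in control 1, control 2, heat shock 1 and heat shock 2. A candidate explanation is that the mates of some read pairs were counted separately. The smallest of the 4 factors, 1.21, is the same excess that raised the question and so does not test it. If mates were counted separately, the counts behind low values are fewer independent fragments than they appear. No biological explanation was tested.

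The gene hsp-16.1 held 37 counts in heat shock 1 where its near-identical copy hsp-16.11 held 13250, a share of 0.278% of the counts of both (95% Wilson interval 0.202 to 0.384), and the share in heat shock 2 was 0.0520% (0.0418 to 0.0646). Reads shared between the copies may have been dropped or assigned to hsp-16.11. With no read alignments used here, this cannot be told apart from a true difference in expression.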
